A study of Mus musculus with 21 samples.

How the data were processed

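The samples were cells sorted from the main olfactory epithelium of transgenic mice. Per the labels, each mouse carried a tetracycline-responsive construct for mCherry and either HyperTRIBE alone (HT) or Mex3a joined to HyperTRIBE (MexHT). HyperTRIBE is an RNA-editing domain that leaves point mutations in the RNAs its fusion partner binds, and Mex3a is an RNA-binding protein. The construct was driven by gg8-tTA, a driver of immature olfactory sensory neurons (OSN), or by gg8-tTA together with OMP-tTA, which adds mature OSN. Per the labels, the mCherry-positive cells of the gg8 mice were immature OSN, those of the gg8+OMP mice were immature and mature OSN, and the mCherry-negative cells of each mouse were its internal control. The labels describe papain dissociation, TRIzol extraction and a stranded total RNA kit for low input. The library names carry one date for all gg8 mice and another for all gg8+OMP mice, so driver and library date cannot be told apart.

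The authors deposited 2 tables of TPM values (transcript abundance scaled to a fixed total per library), one for the 17 gg8+OMP libraries and one for the 4 gg8 libraries, with gene symbols for names. Each deposited TPM column summed to the same total. Per the labels and the file headers, no aligner, counting program, genome build or annotation is stated, and whether the counting used strand is not stated either. The tables were scaled separately, so tests were made only within a table. All columns were matched to samples by their headers. The tables held 23614 and 22945 genes. Genes whose symbols had become dates in a spreadsheet (27 in either table, at most 0.221% of the TPM of a library) were left out of all tests, leaving 23587 and 22918 genes, 22786 of them in both. They were kept for the recovery of counts described next, for the depth and for the number of genes reaching 1 TPM. The editing sites of HyperTRIBE were not analysed here, since the tables hold only gene levels.

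TPM does not state depth. Within a gene, the values were whole multiples of one step after each library was scaled, and this gave whole counts for 23611 of 23614 genes (99.99%) in the gg8+OMP table, where wrong steps gave 0%. With the gene lengths so found, 22773 of 22806 genes (99.86%) of the gg8 table came out whole, where a wrong factor gave 7.54%. The recovered totals were taken as the depth of each library. In 3998 simulated genes the recovery gave the simulated counts exactly in 99.97%. Values at or under a floor of 3 counts in every library of a group were treated as not measured, and a fold against such a group is given as a lower bound. The labels describe no molecular identifiers, so floors cover counting error only. Chi-square per degree of freedom between libraries of one group was 3.4 to 126.4 over 33 pairs, so the spread between mice exceeded counting error.

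The comparisons, gene lists, tests and the rule for naming genes were fixed before the data were examined. There were 5 comparisons of groups (MexHT against HT within OSN and within mCherry-negative cells, and OSN against mCherry-negative cells for MexHT and HT with both drivers and for MexHT with gg8), and the interaction of construct and fraction over the 17 gg8+OMP libraries. Each was fitted with limma 3.58.1 in R 4.3.3 (linear model, empirical Bayes with a mean trend) on log2(TPM + 1), over genes with a mean of at least 1 TPM in the libraries fitted, using only the groups compared. P-values were adjusted with the Benjamini-Hochberg method, with a threshold of 0.05, and all tests were two-sided. Gene symbols were named by this rule: Mex3a always, then the 5 genes with the largest change in each direction for MexHT OSN against HT OSN and 3 in each direction elsewhere. These had to pass the threshold and have a mean of at least 5 TPM in the higher group. The libraries of both groups could not overlap. Predicted genes and pseudogenes were passed over, except that Fate1, listed in RefSeq as a transcribed pseudogene, was still named. Other genes named were chosen after their values were seen, except members of the lists.

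Gene lists for mature OSN, immature OSN, progenitors and cell cycle, sustentacular cells, basal cells, immune cells, red blood cells, connective tissue and vessels, ensheathing glia, the unfolded protein and integrated stress response, entry to and export from the endoplasmic reticulum (ER), odorant receptors and cytosolic ribosomal proteins were tested with camera at a preset correlation of 0.01, adjusted over 72 tests. The red blood cell list was void, because only 3 of its 5 genes were in the gg8+OMP table and 1 in the gg8 table. Further lists for macrophages, neutrophils and interferon-induced genes were written after the first results, tested in the same way and adjusted over 18 tests. One value per library was compared by exact permutation tests of the difference in means, with 21 such tests adjusted together: the Mex3a level, the summed TPM of odorant receptor genes (1098 in the gg8+OMP table, 1091 in the gg8 table), the number of these at 1 TPM or more, and a score of mature minus immature markers (difference in mean log2(TPM + 1)). Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 were used.

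Per the labels, OSN and mCherry-negative libraries of one number come from one mouse. The correlation of same-numbered libraries, as deviations from their group means, was 0.197, 0.252, -0.102, 0.084 and 0.425 in MexHT, 0.183, 0.308 and 0.475 in HT and 0.018 for both pairs in gg8. Between MexHT and HT mCherry-negative libraries it was 0.337, 0.334 and 0.385, although the labels give no shared mouse there. A fit with the replicate number as a block was run for every comparison as an alternative.

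Alternatives fixed beforehand were a pseudocount of 0.1, no filter on low values, a filter at 5 TPM, quantile normalization, median-of-ratios scaling, rescaling without the 100 highest genes, all 4 gg8+OMP groups in one fit, array weights, the replicate block, each library left out in turn, fry and camera with an estimated correlation, detection of receptors at 0.1 TPM or above 0, and Spearman in place of Pearson correlation. Counts recovered from the TPM with voom weights, a robust variance estimate, and exact sign-flip tests within mice for the Mex3a level and the odorant receptor measures, were chosen after seeing the data. For the score the sign-flip test within mice was fixed beforehand.

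The limma tests were tested on simulated data, 5 simulations per comparison with 200 genes changed by a log2 value of 1.5 at a dispersion of 0.05. Genes were drawn independently at that single dispersion, with no variation shared across the genes of a library. The rates below therefore describe that setting and need not hold for the real libraries. For MexHT OSN against HT OSN 80.4% of the changed genes were recovered and 5.19% of calls were false, over a mean of 16133 genes. The values were 81.2% and 5.03% for the mCherry-negative groups (16857 genes), 90.0% and 4.15% for MexHT OSN against mCherry-negative (16572 genes), 66.2% and 10.3% for HT OSN against mCherry-negative (17060 genes) and 45.0% and 3.43% for the interaction (16837 genes). For the 2 against 2 gg8 libraries only 29.7% were recovered and 38.1% of calls were false (16332 genes), so calls there are weak evidence for a single gene. Transcript sequences of the mouse were taken from GENCODE, and biotypes, overlaps and neighbours from a RefSeq table, without coordinates, since the build of the files is not stated. Of 26 named genes, 25 were found there.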

Results

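RNA levels were measured in 21 libraries of sorted olfactory epithelium cells. With the gg8+OMP drivers there were 6 MexHT OSN, 5 MexHT mCherry-negative, 3 HT OSN and 3 HT mCherry-negative libraries, and with the gg8 driver 2 MexHT OSN and 2 MexHT mCherry-negative libraries. The recovered depth was 7392125 to 12354078 counts in MexHT OSN, 7994287 to 10463375 in MexHT mCherry-negative, 8556398 to 11016291 in HT OSN and 8423673 to 10719152 in HT mCherry-negative libraries. In the gg8 table it was 11537807 to 15117507 in OSN and 10155176 to 11655159 in mCherry-negative libraries. Between 13917 and 18006 genes reached 1 TPM in a library. In a principal component analysis of 16785 genes over the gg8+OMP libraries, the first component (57.6% of the variance) parted OSN (46.2 to 83.8) from mCherry-negative libraries (-103.4 to -22.4). The second (15.6%) parted HT OSN (45 to 65) from MexHT OSN (-58.7 to -12.5).

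The libraries also differed in sex-linked transcripts. Xist and the mean of 4 Y-linked genes were each at 1 TPM or more in 14 of 21 libraries, while 6 had only the Y-linked transcripts and 1 had only Xist. All 5 MexHT mCherry-negative and 5 of 6 MexHT OSN libraries had both, whereas 2 of 3 HT OSN libraries had only the Y-linked transcripts. With so few HT libraries of each kind no comparison could be made within one kind, and the construct and the sex of the cells were correlated (r = 0.81 between the Xist level and the construct over the 9 OSN libraries).

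**Figure D1:**
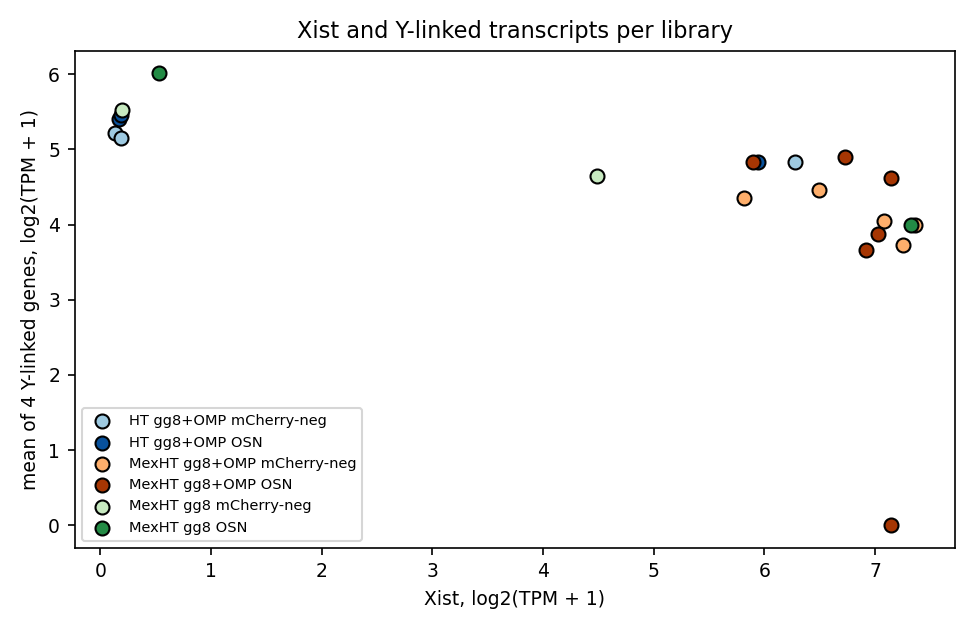
Mean of 4 Y-linked genes against Xist in each of the 21 libraries, both as log2(TPM + 1), with one point per library coloured by group. Most libraries lie at high levels on both axes, 6 lie at the left with Y-linked transcripts only, and MexHT OSN replicate 6 lies at 0 on the Y-linked axis.

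Mex3a, the gene carried by the MexHT construct, was examined first in every library as a check on the labels. It stood at 551 TPM ± 378 (SD, n = 6) in MexHT OSN, with a range of 328.5 to 1271, and at 39.2 ± 19.8 (n = 3) in HT OSN, a difference of 12.8-fold from the log2 means. All 6 MexHT OSN libraries were above all HT OSN libraries (log2 difference 3.68, exact permutation p = 0.0238, the smallest this design can give; 0.167 after adjustment over 21 tests). The limma adjusted p was 0.000406. For the exact test, the alternative that moved this difference most was leaving out HT OSN replicate 3, which gave 4.05. MexHT mCherry-negative libraries had 121.6 ± 56.7 TPM (n = 5) and HT mCherry-negative libraries 54.01 ± 22.8 (n = 3), 2.19-fold apart (log2 difference 1.13, 4 of 5 above all HT libraries, exact permutation p = 0.107, adjusted 0.278; limma adjusted p 0.219). Without HT mCherry-negative replicate 1 that difference was 0.75. Array weights, in a fit whose weights did not converge, brought its limma adjusted p to 0.00056, the lowest in a range that ended at 0.567. The exact test was unpaired, although same-numbered mCherry-negative libraries correlated (0.337, 0.334 and 0.385). In replicates 1, 2 and 3 the log2 level was 5.878, 6.737 and 7.179 in MexHT and 4.922, 5.892 and 6.236 in HT. The labels give no shared mouse there, and no exact test by number was made.

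Within MexHT mice with both drivers, Mex3a was 4.23-fold higher in OSN than in mCherry-negative cells (log2 difference 2.08, 6 of 6 OSN libraries above all others, exact permutation p = 0.00433, the smallest possible, adjusted 0.0909; limma adjusted p 0.000531). In HT mice it was 0.725 times the mCherry-negative level (log2 difference -0.46, exact permutation p = 0.5, adjusted 0.553; limma adjusted p 0.472), and this difference was -0.85 and -0.19 without HT mCherry-negative replicates 1 and 3, and -0.18 and -0.84 without HT OSN replicates 1 and 3. In the gg8 table the OSN libraries had 460.3 and 1632 TPM and the mCherry-negative libraries 211.3 and 101.1 TPM. That log2 difference of 2.56 had an exact permutation p of 0.333, the smallest 2 against 2 libraries can give, and a limma adjusted p of 0.0571, which passed the threshold with the replicate block (0.0399) and with array weights (0.0376), in a range that ended at 0.0847. Without gg8 OSN replicate 2 it was 1.65.

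**Figure D2:**
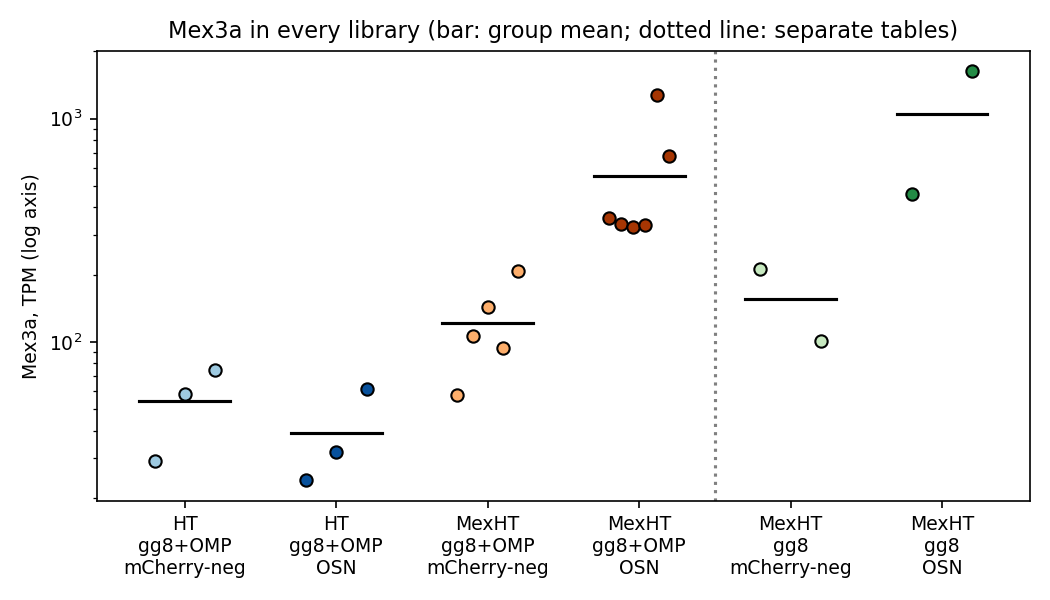
Mex3a in TPM on a log axis, with one point per library, bars at the group means and a dotted line between the separately scaled tables. The 6 MexHT OSN libraries lie between 328.5 and 1271 TPM, above all HT libraries.

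The comparison of MexHT OSN with HT OSN asks what the Mex3a part of the fusion changes in neurons that carry the editing domain. Of 16067 genes, 5907 passed the adjusted threshold of 0.05 in limma, 3202 higher and 2705 lower in MexHT OSN, and 7589 had an unadjusted p under 0.05. The libraries of both groups did not overlap for 6167 genes (38.4%, where chance gives 2.38%). The Xist level as a covariate moved this count most, to 329 genes, 323 of them shared with the 5907. Array weights gave 8972 genes, 5862 of them shared. Leaving out HT OSN replicate 1 gave 3745 genes (3674 shared) and leaving out HT OSN replicate 2 gave 3886 (3806 shared). No shared gene had the opposite direction under any alternative. The balance of rises and falls was less stable, with 2583 higher and 3113 lower with voom on recovered counts, 2940 and 3307 with no filter on low values and 2931 and 2914 with median-of-ratios scaling.

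By the naming rule, the genes with the largest rises were Mir1905, Phlda3, AW551984, Pcp4 and Mex3a. Phlda3 rose from 0.728 ± 0.437 TPM (n = 3) to 51.99 ± 29.8 (n = 6; log2 fold change 4.78, SE 0.42, limma adjusted p 9.58e-05). Pcp4 rose from 1.58 ± 1.10 to 40.7 ± 11.9 TPM (log2 fold change 4.05, SE 0.33, adjusted p 8.62e-05). In HT OSN Phlda3 had 2 to 5 counts and Pcp4 1 to 6, each with 2 of 3 libraries at or under 3 counts, so the sizes of these folds are uncertain. AW551984 rose from 2.88 ± 2.83 to 109.7 ± 110.5 TPM (log2 fold change 4.06, SE 1.13, adjusted p 0.0186). AW551984 lost its call without HT OSN replicate 1 (0.0722) or 2 (0.0689) and with voom on recovered counts (0.151), the highest in a range that began at 3.65e-05. Mir1905 (log2 fold change 4.99, adjusted p 0.000106) lies inside Mex3a, so its reads cannot be separated from those of Mex3a. The largest falls were those of Fate1, Pth2, Nphs1, Nphs1os and Mir5125. Fate1, a transcribed pseudogene, had 32.6 ± 16.5 TPM in HT OSN and was at least 30.5-fold lower in MexHT OSN, where all libraries were at or under 3 counts. Pth2 was at least 17.5-fold lower on the same ground. Nphs1 fell by 3.84 on the log2 scale (SE 0.58, adjusted p 0.00113) and the antisense Nphs1os by 3.68 (SE 0.65, adjusted p 0.00221), and as these overlap they cannot be counted as separate changes. Mir5125 was at or under 3 counts in both groups and has no fold. In mCherry-negative cells Fate1 was at 32.43 ± 24.85 TPM in HT and 3.28 ± 3.774 TPM in MexHT. There Nphs1 had 404 to 1582 counts in HT and 11 to 651 in MexHT, and Pth2 had 14 to 79 and 0 to 23. These ranges overlapped and no gene passed the threshold there, but the falls were not shown to be limited to OSN.

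Mex3b and Mex3d were chosen for mention after their values were seen. Mex3b rose from 16.1 ± 3.78 to 80.7 ± 56.2 TPM (log2 fold change 2.07, limma adjusted p 0.00413) and Mex3d from 27.8 ± 2.70 to 71.6 ± 33.4 TPM (1.23, adjusted p 0.0102), while Mex3c changed by 0.13 (adjusted p 0.636).

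Marker lists described the cells in the same comparison. Mature OSN markers fell by a median of 1.43 on the log2 scale (14 of 14 lower, camera adjusted p 1.73e-06), with 12 called over all genes and 14 adjusted over the list alone. Adcy3 fell from 924 ± 206 to 151 ± 66.1 TPM (log2 fold change -2.72, limma adjusted p 0.000765), Cnga4 by 2.48 (0.00221) and Omp by 0.88 (0.0271). Immature OSN markers rose by a median of 1.04 (13 of 15 higher, adjusted p 1.6e-05), with 12 called over all genes and 13 adjusted over the list alone. Gng8 rose from 120.9 ± 17.98 to 350.3 ± 33.9 TPM (1.53, 7.3e-05), Crmp1 by 1.09 (8.62e-05) and Gap43 by 1.02 (0.00143). Without MexHT OSN replicate 5 the mature median was -1.20, and without HT OSN replicate 1 the immature median was 0.89, both past the threshold.

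Immune cell markers fell by a median of 2.06 (10 of 10 lower, camera adjusted p 6.35e-05), with 8 called over all genes and 8 adjusted over the list alone, among them C1qa at -2.79 (limma adjusted p 0.00116). Sustentacular markers fell by 0.99 (12 of 12 lower, 0.00925; 2 called over all genes and 1 adjusted over the list alone), but by 0.36 (0.181) without HT OSN replicate 1. Odorant receptors fell by 0.85 (334 of 373 lower, 2.76e-10; 92 called lower and 1 higher over all genes, 59 adjusted over the list alone), and by 1.33 without HT OSN replicate 3. Their median was -1.36 with the Xist level as a covariate. Cytosolic ribosomal protein genes rose by 0.44 (76 of 81 higher, 4.65e-08; 39 called over all genes, 48 adjusted over the list alone). Progenitor markers rose by 0.66 (13 of 15 higher, 0.0354; 4 over all genes, 3 adjusted over the list alone), and lost the call without MexHT OSN replicate 5 (0.43, 0.0966) or 6 (0.58, 0.0671) or without HT OSN replicate 1 (0.60, 0.0967) or 2 (0.60, 0.0565). With fry the calls of mature (0.0247), immature (9.42e-05) and immune markers (0.0208) held and those of the other lists in this paragraph did not. With an estimated correlation no list call held in any comparison (lowest adjusted p 0.384).

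The remaining lists did not pass the threshold between MexHT OSN and HT OSN. Basal markers had a median of -0.22 (adjusted p 0.283; -0.42 without MexHT OSN replicate 4 and -0.39 without HT OSN replicate 3), connective tissue and vessel markers 0.52 (0.878; 0.105 and 0.27 without HT OSN replicates 3 and 2, 0.33 without MexHT OSN replicate 4) and ensheathing glia markers 0.92 (0.288; 0.61 without MexHT OSN replicate 4). The unfolded protein and integrated stress response had a median of 0.11 (0.657), with 4 genes higher and 1 lower over all genes and 5 adjusted over the list alone, and changed sign to -0.06 without MexHT OSN replicate 5. It was 0.18 without MexHT OSN replicate 2 and 0.06 without HT OSN replicate 3. ER entry and export had 0.105 (0.465; 0.06 without HT OSN replicate 3), with 5 genes higher and 2 lower over all genes and 7 adjusted over the list alone, and passed only with fry (0.046).

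**Figure D3:**
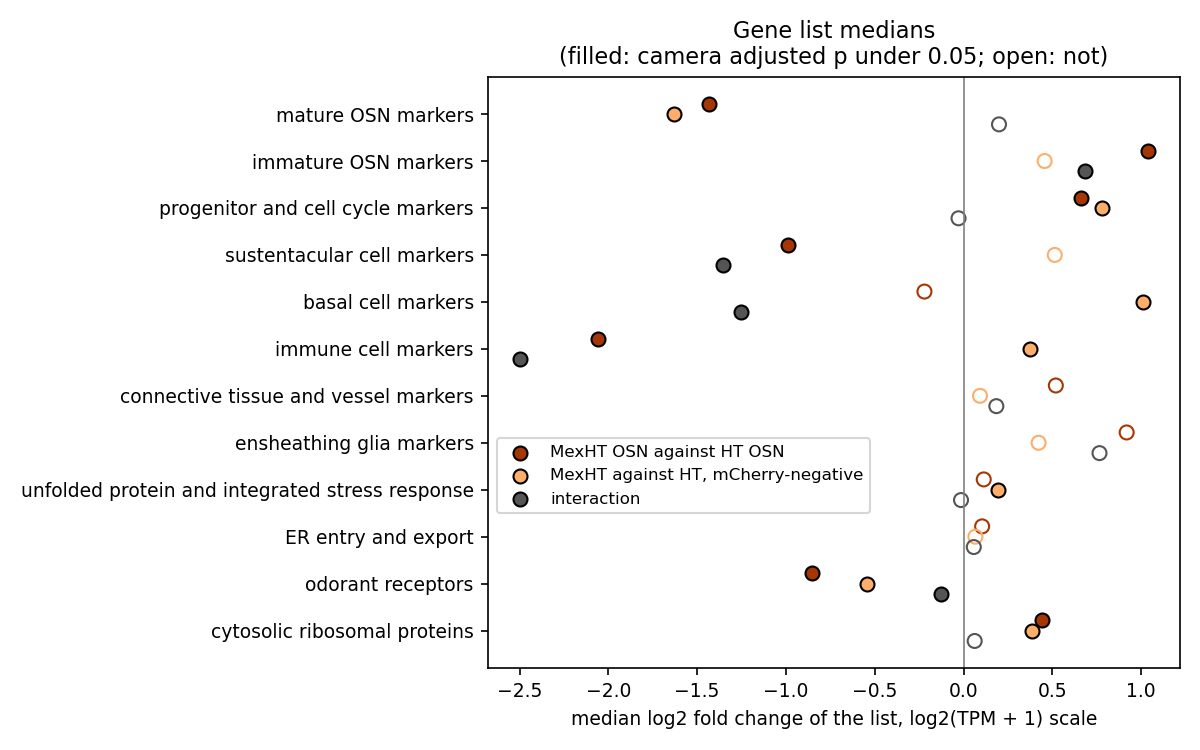
Median log2 fold change of each gene list for MexHT against HT in OSN, the same in mCherry-negative cells, and their interaction, with filled points where the camera adjusted p was under 0.05. Mature markers lie at -1.43 in OSN and -1.63 in mCherry-negative cells with an interaction of 0.20, while immune markers fell only in OSN, and the sign of the small odorant receptor interaction changed when single libraries were left out.

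The score of mature minus immature markers was 1.02 ± 0.54 (n = 3) in HT OSN and -1.20 ± 0.58 (n = 6) in MexHT OSN. All 6 MexHT libraries were below all HT libraries (difference -2.22, exact permutation p = 0.0238, the smallest possible, adjusted 0.167), and leaving out HT OSN replicate 3 moved it most, to -2.53. Odorant receptor genes summed to 2295 ± 1297 TPM in HT OSN and 902 ± 334.3 in MexHT OSN (difference -1394, exact permutation p = 0.119, adjusted 0.278, 2 of 6 below all HT libraries; -2142 without HT OSN replicate 3). At 1 TPM or more, 474.7 ± 263.1 receptors were detected in HT OSN and 252.2 ± 120.1 in MexHT OSN (difference -222.5, exact permutation p = 0.167, adjusted 0.341), a difference of -58.7 when any value above 0 counted, -109.3 without HT OSN replicate 2 and -366.8 without HT OSN replicate 3. None of the 21 exact tests passed after adjustment, where the lowest adjusted p was 0.0909, and 3 had an unadjusted p under 0.05.

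**Figure D4:**
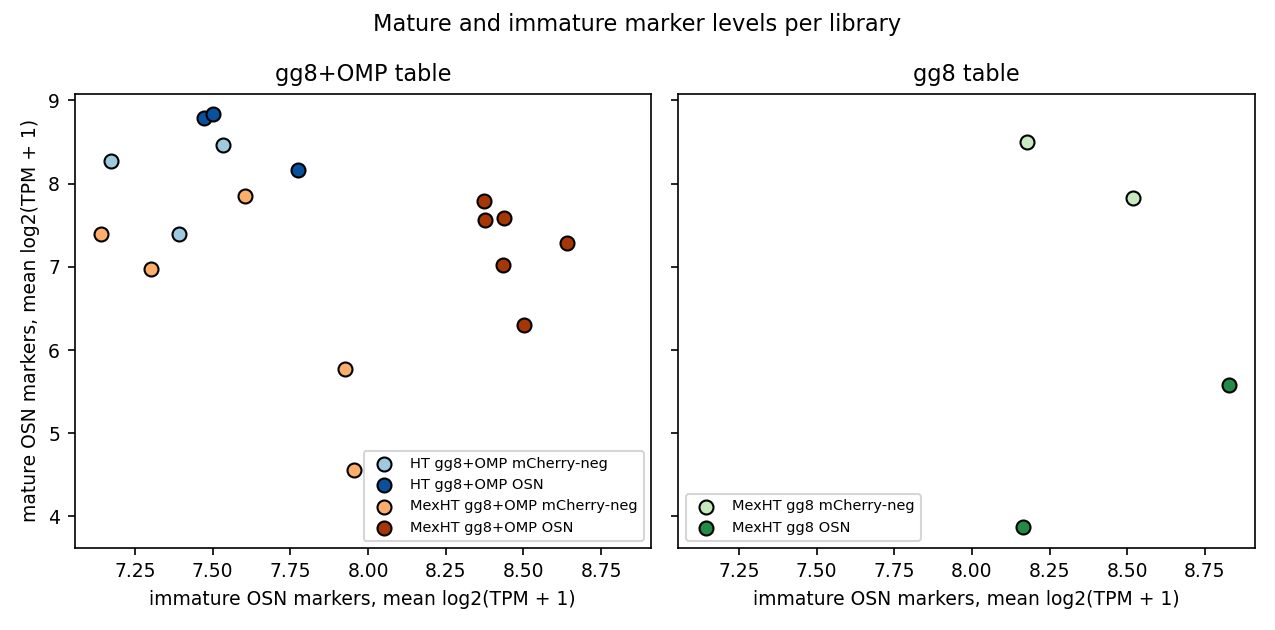
Mean log2(TPM + 1) of mature against immature OSN markers in each library, with one panel per table. The MexHT OSN libraries lie to the right of and below the HT OSN libraries, and the gg8 OSN libraries have the lowest mature levels of their table.

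The same comparison in mCherry-negative cells gives the background of the construct effect. Of 16860 genes, 0 passed the adjusted threshold while 3465 had an unadjusted p under 0.05, and groups did not overlap for 1468 genes (8.71%, chance 3.57%). Leaving out HT mCherry-negative replicate 1 gave 1 gene, and leaving out replicate 2 or 3 gave 4 each. All 4 groups in one fit gave 23 genes, and array weights gave 10057, in a fit whose weights did not converge. Mature OSN markers had a median of -1.63 (14 of 14 lower, camera adjusted p 3.98e-05), progenitor markers 0.78 (15 of 15 higher, 7.91e-06), basal markers 1.012 (5 of 5 higher, 0.00757), immune markers 0.38 (0.0251), the stress response 0.195 (0.0116), odorant receptors -0.55 (541 of 579 lower, 5.27e-11) and ribosomal proteins 0.39 (3.33e-17). In these lists 0 genes were called over all genes, and adjusted over the list alone 2 basal genes and 0 others. None of these calls held with fry. The immune median was 0.01 (0.504) without HT mCherry-negative replicate 2 and lost its call without MexHT mCherry-negative replicate 1 (0.27, 0.236). The immune call was also lost with quantile normalization (0.33, 0.0697), rescaling without the 100 highest genes (0.48, 0.0878) and array weights (0.115, 0.707). Array weights lost the basal call as well (0.569, 0.102). Without HT mCherry-negative replicate 3 the basal (0.0852) and stress response (0.106) calls were lost, odorant receptors moved to -0.92 and progenitor markers to 1.22. Without replicate 2 odorant receptors moved to -0.28 and ribosomal proteins to 0.26, and without replicate 1 progenitor markers moved to 0.51. Lists that did not pass were immature markers at 0.46 (0.058), sustentacular markers at 0.51 (0.11), connective tissue at 0.09 (0.545), ER entry and export at 0.07 (0.301) and glia at 0.42 (0.525), or 0.02 with the gene at the floor set to its bound.

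The values per library in mCherry-negative cells had no exact p under 0.05. The score was 0.68 ± 0.59 in HT and -1.08 ± 1.63 in MexHT (difference -1.75, exact permutation p = 0.107, adjusted 0.278). Odorant receptors summed to 2646 ± 1436 and 1426 ± 551.9 TPM (difference -1220, exact permutation p = 0.179, adjusted 0.341; -627.6 without HT mCherry-negative replicate 2 and -2018 without 3), and 622.3 ± 280.7 and 436.4 ± 144.5 were detected (difference -185.9, exact permutation p = 0.25, adjusted 0.438; -20.1 when any value above 0 counted, -78.1 without replicate 2 and -344.6 without 3).

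The comparison of OSN with mCherry-negative cells shows what the sort separated. In MexHT mice with both drivers, 10467 of 16522 genes passed, 5909 higher and 4558 lower in OSN, with 11060 at an unadjusted p under 0.05 and 7116 genes without overlap (43.1%, chance 0.433%). The median of all genes was 0.16 and moved to 0.03 with median-of-ratios scaling. The balance turned with it, to 4875 higher and 5150 lower, and to 4623 and 5167 with voom on recovered counts. By the rule, the largest falls were those of Elane (log2 fold change -7.28, from 572.5 ± 171.8 to 2.63 ± 0.82 TPM, limma adjusted p 7.9e-10), Mpo (-6.98, 9.09e-10) and Prg2 (-6.93, 4.88e-08). Adar rose from 68.1 ± 14.3 to 587 ± 330.5 TPM (log2 fold change 2.96, adjusted p 2.44e-06). Mir1957b was at least 2.01-fold and Mir7666 at least 2.21-fold higher, both at 10 counts or fewer in every library, and Mir7666 lies inside Micu3. Connective tissue (-5.33, 1.09e-05), basal (-4.34, 0.000646), immune (-3.40, 1.36e-05), progenitor (-1.91, 0.000293) and ribosomal (-0.51, 2.74e-09) lists fell and immature markers rose (1.02, 0.0217), all 6 with fry as well. Over all genes 6 connective tissue, 5 basal, 8 immune, 11 progenitor and 63 ribosomal genes were called lower and 9 immature genes higher, with 1 immune, 1 ribosomal and 1 immature gene called the other way. Adjusted over the list alone, 6, 5, 10, 11, 64 and 11 genes of these lists were called. With array weights the immature call was lost (0.0605). Odorant receptors had a median of -0.52 (0.00022; 108 lower and 9 higher over all genes, 49 adjusted over the list alone). That call was lost with fry (0.16), array weights (-0.267, 0.0605) and quantile normalization (0.08, 0.838). Over the alternatives the receptor median ran from -0.995 to 0.078, and it was -0.33 without MexHT mCherry-negative replicate 2. Mature (0.79, 0.301), sustentacular (-0.67, 0.166), glia (0.89, 0.878), stress response (0.06, 0.657) and ER lists (-0.03, 0.411; fry 0.0234) did not pass.

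In HT mice 1923 of 17027 genes passed, 371 higher and 1552 lower in OSN, with 5821 at an unadjusted p under 0.05 and 6976 without overlap (41.0%, chance 10%). Blocking by mouse gave 4967 genes (2255 higher, 2712 lower), which held all 1923. Array weights, which did not converge, gave 10556 genes and voom on recovered counts 1037. The share called higher was 19.3%, and 30.6% with quantile normalization, 9.84% with voom, 45.4% with the block and 58.8% with array weights. It was 5.30% without HT mCherry-negative replicate 1, 47.2% without replicate 2 and 5.77% without HT OSN replicate 1. Single libraries moved the count further, to 660 without HT mCherry-negative replicate 1, 4183 without replicate 2 and 1183 without replicate 3, and to 797 and 811 without HT OSN replicates 1 and 2. Fcrls rose from 4.49 ± 1.65 to 221.7 ± 154.6 TPM (log2 fold change 5.17, adjusted p 0.00222), Adar from 55.0 ± 3.45 to 1079 ± 66.4 TPM (4.27, 3.52e-05) and Trem2 by 4.21 (0.00805; 0.0677 with voom on recovered counts, the highest in a range that began at 2.66e-05). Elane (-6.91, 0.00217), Col1a2 (-6.71, 0.00222) and Ibsp (-6.66, 0.00222) fell most. Connective tissue (-6.11, 2.73e-06) and basal markers (-2.69, 1.11e-05) fell with camera and fry, with 5 and 4 genes called over all genes and 5 and 5 adjusted over the list alone. Progenitor markers (-1.34, 9.39e-08; 9 over all genes, 13 adjusted over the list alone) and ribosomal proteins (-0.60, 1.62e-16; 16 and 58) fell with camera only. Mature markers rose by 0.56 (0.018; 0 and 0) with camera only, and by 0.19 (0.158) without HT mCherry-negative replicate 3. That rise also lost its call without HT OSN replicate 1 (0.0625) or 2 (0.0565). Odorant receptors had a median of -0.27 (0.00865; 1 higher and 1 lower over all genes and 1 adjusted over the list alone), which turned to 0.08 with quantile normalization, 0.11 without HT OSN replicate 3 and 0.02 without HT mCherry-negative replicate 2, and lost its call without HT mCherry-negative replicate 1 (-0.146, 0.173). It moved to -0.45 and -0.52 without HT OSN replicates 1 and 2 and to -0.66 without HT mCherry-negative replicate 3. Immature (0.45, 0.119), sustentacular (0.76, 0.288), immune (-0.83, 0.13), glia (-0.01, 0.925), stress response (0.02, 0.505) and ER lists (-0.17, 0.0885) did not pass.

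Across 16180 genes the changes of MexHT and HT sorts correlated at r = 0.811 (Spearman 0.714), with the same sign for 79.3%. Genes are not independent replicates, so no p is given. The score differed by -0.13 between OSN and mCherry-negative cells in MexHT (exact permutation p = 0.87, adjusted 0.87) and by 0.34 in HT (exact permutation p = 0.5, adjusted 0.553), and the sign of the former changed to 0.21 without MexHT mCherry-negative replicate 1, 0.20 without 2 and 0.06 without 4, and to 0.07 without MexHT OSN replicate 5. It was -0.40 and -0.71 without MexHT mCherry-negative replicates 3 and 5, and -0.25, -0.20 and -0.20 without MexHT OSN replicates 1, 2 and 3. The HT difference was 0.19, 0.18 and 0.65 without HT OSN replicates 1, 2 and 3, and 0.55 and 0.0013 without HT mCherry-negative replicates 1 and 3. Summed receptor levels differed by -524.6 TPM in MexHT (exact permutation p = 0.0952, adjusted 0.278) and by -350.4 in HT (exact permutation p = 0.6, adjusted 0.63). Without MexHT mCherry-negative replicate 5 the former was -704.5 (exact permutation p = 0.0381) and without replicate 2 it was -346.3. The latter was -748.1, -700.8 and 397.7 without HT OSN replicates 1, 2 and 3, and -143.7, 241.7 and -1149 without HT mCherry-negative replicates 1, 2 and 3. Detected receptors differed by -184.2 in MexHT (exact permutation p = 0.0563, adjusted 0.278) and by -147.7 in HT (exact permutation p = 0.5, adjusted 0.553), or by -73.6 and -35 when any value above 0 counted. The former reached an exact permutation p of 0.019 without MexHT mCherry-negative replicate 5 (-238.3) and 0.0317 without MexHT OSN replicate 3 (-214.0), and the latter was -260.8 and -3.33 without HT OSN replicates 2 and 3, and -96.8, -39.8 and -306.3 without HT mCherry-negative replicates 1, 2 and 3.

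The exact tests of the sorts were unpaired, and the differences within mice varied less in HT than the levels of the libraries did. In HT mice 1, 2 and 3 the OSN minus mCherry-negative score was 0.22, 0.41 and 0.39 (mean 0.34, SD 0.11), the log2 Mex3a level -0.28, -0.84 and -0.27 and the number of detected receptors -187, -137 and -119. Each of these had one sign in all 3 mice, with an exact sign-flip p of 0.25, the smallest that 3 pairs can give. Summed receptor levels were higher in 1 mouse and lower in 2 (exact sign-flip p = 0.5). Of the 5 MexHT mice with both fractions, 5 had a higher Mex3a level in OSN (mean log2 difference 1.98, exact sign-flip p = 0.0625, the smallest possible), 4 had fewer detected receptors (mean -157.8, exact sign-flip p = 0.125), 4 a lower receptor sum (mean -442, exact sign-flip p = 0.188) and 3 a lower score (mean -0.08, exact sign-flip p = 1). The pairing was fixed beforehand for the score and chosen after seeing the data for the other 3 measures. The labels name 1 mouse per number. However, both fractions of these 5 MexHT numbers and of HT number 2 held Xist and Y-linked transcripts, so those pairs may hold cells of several mice.

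With the gg8 driver the labels name the sorted cells immature OSN. Of 16490 genes, 1372 passed, 185 higher and 1187 lower in OSN, with 5111 at an unadjusted p under 0.05, in a design where 38.1% of simulated calls were false. Groups did not overlap for 10493 genes (63.6%, chance 33.3%). A pseudocount of 0.1 gave 646 genes, all among the 1372, and a filter at 5 TPM gave 820. The median of all genes was 0.09 and moved to -0.02 with voom on recovered counts. Adar rose by 4.16 (limma adjusted p 0.0159), and Col1a2 (-7.14, 0.00111), Ibsp (-6.85, 0.00589) and Col1a1 (-6.83, 0.00111) fell most. Mir1191, inside BC024978, was at least 1.29-fold higher, and Mir5128, inside Strbp, had a lower bound next to no change, both at 6 counts or fewer. Both lost their calls with voom (0.133 and 0.287; lowest over the alternatives 0.00693 and 0.0212). Mir5128 also lost its call with the filter at 5 TPM (0.0581). Mature markers had a median of -4.04 (14 of 14 lower, camera adjusted p 1.15e-09; 9 called over all genes, 13 adjusted over the list alone). Odorant receptors had -1.90 (819 of 822 lower, 1.27e-49; 293 and 701), or -1.80 with 292 receptors at their bounds. Over the alternatives the receptor median ran from -4.381 to -1.189. Connective tissue (-5.10, 1.25e-08; 6 and 7), basal (-2.92, 0.00433; 1 and 5), immune (-2.33, 0.000757; 7 and 10), sustentacular (-0.96, 0.0208; 0 and 0) and progenitor markers (-0.66, 0.0103; 4 and 6) fell. Ribosomal proteins had a median of -0.19 (0.0208; 1 and 0), lost the call with the replicate block (0.066) and turned to 0.04 with quantile normalization. Of these calls only that of connective tissue held with fry (0.000181). Immature markers (0.21, 0.301), glia (-1.26, 0.0847), stress response (0.18, 0.301) and ER lists (0.10, 0.463) did not pass.

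The gg8 OSN libraries scored -3.24 and -4.29, and their mCherry-negative libraries -0.69 and 0.32 (difference -3.58, exact permutation p = 0.333, the smallest possible). They detected 149 and 4 odorant receptors against 952 and 969, with summed levels of 812 and 73.4 TPM against 4206 and 4768. Between drivers the tables were compared only through differences within mice. The OSN minus mCherry-negative score was -2.55 and -4.61 in the gg8 mice and -0.83, -1.06, 1.30, -1.03 and 1.21 in the 5 gg8+OMP MexHT mice (difference -3.50, exact permutation p = 0.0952, the smallest possible, adjusted 0.278). Driver and library date are confounded in this comparison. Across 15562 genes the MexHT sort changes in both tables correlated at r = 0.617 (Spearman 0.519), with the same sign for 71.3%.

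The interaction tests whether MexHT minus HT differs between OSN and mCherry-negative cells. Of 16785 genes, 2086 passed, 1184 higher and 902 lower, with 4689 at an unadjusted p under 0.05. The OSN minus mCherry-negative differences of the 5 MexHT and 3 HT mice with both fractions did not overlap for 4321 genes (25.7%, chance 3.57%). The share called higher moved from 56.8% to 40.4% with median-of-ratios scaling and to 35.4% with voom on recovered counts. The count was 1195 without HT mCherry-negative replicate 2, and array weights, which did not converge, gave 7396. Phlda3 (3.97, adjusted p 0.00197), Mir1905 (3.16, 0.00434) and Mex3a (2.55, 0.0204) had positive interactions. That of Mex3a lost its call without HT OSN replicate 1 (0.0606) or HT mCherry-negative replicate 2 (0.0568), in a range that began at 0.00155. Mir132, Mir302b, Mir5125 and Mir6915 were also picked by the rule, but all rested on at most 6 counts in a library and have no fold. The call of Mir6915 was lost without HT OSN replicate 1 (0.0655), 2 (0.0552) or 3 (0.054) or HT mCherry-negative replicate 2 (0.0871) or 3 (0.0677), in a range that began at 0.0149. Immature markers had a median interaction of 0.69 (14 of 15 positive, camera adjusted p 0.00757; 2 called over all genes, 2 adjusted over the list alone), sustentacular markers -1.36 (12 of 12 negative, 0.000888; 1 and 1), basal markers -1.25 (5 of 5 negative, 0.00299; 2 and 2), immune markers -2.50 (10 of 10 negative, 5.77e-08; 8 and 8) and odorant receptors -0.13 (0.0453; 2 and 0). The basal (0.0319) and immune (0.00703) calls held with fry. The sustentacular median was -0.82 without HT OSN replicate 1. The receptor median turned to 0.05 and 0.13 without HT OSN replicates 1 and 2 and to 0.29 without HT mCherry-negative replicate 3, and was -0.55 without HT OSN replicate 3, -0.26 and -0.45 without HT mCherry-negative replicates 1 and 2, -0.195 without MexHT OSN replicate 3 and -0.27 without MexHT mCherry-negative replicate 5. It lost its call without MexHT OSN replicate 4 (-0.11, 0.0613), 5 (-0.09, 0.196) or 6 (-0.07, 0.106). The call was also lost without MexHT mCherry-negative replicate 1 (-0.11, 0.148), 2 (-0.02, 0.18) or 4 (-0.10, 0.0946), and with the replicate block (-0.08, 0.0674). The same held with quantile normalization (-0.015, 0.523), median-of-ratios scaling (-0.185, 0.271) and rescaling without the 100 highest genes (-0.132, 0.0942). Array weights (-0.022, 0.441) and voom on recovered counts (-0.499, 0.19) lost it too. Mature (0.20, 0.935), progenitor (-0.03, 0.534), connective tissue (0.185, 0.75), glia (0.77, 0.689), stress response (-0.01, 0.608), ER (0.06, 0.914) and ribosomal lists (0.06, 0.938) did not pass. Across 15512 genes, the effects of MexHT against HT in OSN and in mCherry-negative cells correlated at r = 0.377 (Spearman 0.371), with the same sign for 63%. When whole mice were split in other ways over 16785 genes, 15 of 56 splits gave a correlation as large as that of the real split (0.356), with a median of 0.237 over the others.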

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

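The interaction fit, its gene lists, median-of-ratios scaling and the fits without single libraries were fixed beforehand. Their use here to judge explanations, and all other tests in this part, were chosen only after the results were seen.

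In single libraries, 3 of 38 tested sets of values held a library far from the others of its group, where 1.9 are expected by chance. Mpo was at a log2(TPM + 1) of 8.884 in MexHT mCherry-negative replicate 1 and at 10.085 to 10.461 in the other 4 replicates. Fewer cells of the neutrophil lineage in that library are a possible explanation that stays open. The mean of the neutrophil list was 8.271 there and 8.431 to 9.025 in the others, with Elane at 8.24 against 9.13 to 9.54 and Prg2 at 8.32 against 8.70 to 9.95, all lowest in that library, but 1 library does not decide it. Mir132 was at 2.548 and Mir5125 at 3.107 in MexHT mCherry-negative replicate 3 and at 0 in the other 4. Both values rest on a recovered count of 1, so counting noise at single counts is a candidate explanation. No biological explanation was tested for the Mir132 and Mir5125 values.

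The construct effect differed between OSN and mCherry-negative cells by the test of the interaction, with 2086 genes past the threshold. Of the 56 splits of the 8 mice with both fractions, 1 gave as many genes, the real one, and the highest count of another split was 2. The lists of immature (0.685), sustentacular (-1.356), basal (-1.251) and immune markers (-2.499) and of odorant receptors (-0.127) also differed. Under median-of-ratios scaling the medians were 0.581, -1.449, -1.35 and -2.598 for the first 4 lists, still past the threshold, which speaks against normalization as their whole cause. For the odorant receptors it was -0.185 and no longer past the threshold (0.271), and the sign changed without HT OSN replicate 1 (0.054), HT OSN replicate 2 (0.133) or HT mCherry-negative replicate 3 (0.286), so for these normalization cannot be told apart from a difference between fractions. Without HT OSN replicate 1 the sustentacular median was -0.82, and without HT mCherry-negative replicate 2 the count was 1195. The sex of the mice and any other difference between the MexHT and HT mice remain open for all of these, since they go with the construct.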

How the results depend on the processing

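Between MexHT OSN and HT OSN the falls of mature and immune markers and the rise of immature markers kept their direction in all alternatives, and passed the threshold in all of them except camera with an estimated correlation. Their medians ran from -1.628 to -0.999 (mature), -2.397 to -1.477 (immune) and 0.893 to 1.134 (immature). The Xist level as a covariate, which is not among these alternatives, gave -1.48, -1.302 and 1.116 (camera p of 0.0156 or lower before adjustment), with the immune value outside that range. With that covariate the odorant receptor median was -1.36, against -0.851 without it. Of the results that answer a comparison, 542 values under alternatives kept direction and side of the threshold, 25 moved, 18 weakened, 6 strengthened and 10 reversed. Of 741 values of 39 gene results, 724 were the same, 14 weaker, 3 stronger and 0 reversed. Of 584 values of 33 list results in other comparisons, 492 were the same, 84 weaker and 8 reversed. The cause of a change named below was not tested, unless it is given.

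Array weights gave 8972 genes for MexHT OSN against HT OSN, 10057 between mCherry-negative cells, 10556 for the HT sort and 7396 for the interaction. In the last 3 the weights did not converge, with highest weights of 34.91, 18.78 and 32.39. For the mCherry-negative cells, array weights gave up to 4357 genes in other splits. Between MexHT OSN and HT OSN, array weights also gave a progenitor median of 0.562 (0.0567), and reversed connective tissue (-0.096) and the stress response (-0.137). Between mCherry-negative cells, no filter gave 1 gene and all 4 groups in one fit 23. For the HT sort, the replicate block gave 4967 genes and voom on recovered counts 1037. For the gg8 sort, a pseudocount of 0.1 gave 646 genes and a filter at 5 TPM, which tests fewer genes, 820. Quantile normalization reversed the odorant receptor medians of the MexHT sort (0.078) and the HT sort (0.078) and the ribosomal median of the gg8 sort (0.042).

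Fry and camera with an estimated correlation test the same medians. For MexHT OSN against HT OSN, fry weakened progenitor (0.664, adjusted p 0.243), sustentacular (-0.99, 0.148), odorant receptor (-0.851, 0.148) and ribosomal lists (0.441, 0.0537) and strengthened ER entry and export (0.105, 0.046). The estimated correlation weakened mature (-1.435, 0.686), immature (1.041, 0.397) and immune lists (-2.056, 0.686) and those of progenitor (0.766), sustentacular (0.752), odorant receptor (0.737) and ribosomal genes (0.693).

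The numbers of MexHT OSN and HT OSN libraries name different mice, and same-numbered libraries did not correlate (r of 0.019, -0.039 and -0.052). The block fitted there by number gave 4801 genes, a progenitor median of 0.262 (0.153), a stress response median of -0.226 and a mature median of -0.999, and is no correction for mice. Of 102 values with the block, 6 changed a call or direction or moved beyond the limit. These are the 2 list results just named, the HT sort count, Mex3a and the ribosomal list in the gg8 sort, and the odorant receptor interaction.

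Fits that each left out 1 library gave 3745 to 6506 genes for MexHT OSN against HT OSN (3745 without HT OSN replicate 1, 3886 without 2), 0 to 4 between mCherry-negative cells (4 without HT replicate 2 or 3), 660 to 4183 for the HT sort (without HT mCherry-negative replicates 1 and 2) and 1195 to 2483 for the interaction (1195 without HT mCherry-negative replicate 2). For MexHT OSN against HT OSN the medians ran from 0.426 (without MexHT OSN replicate 5) to 0.892 for progenitors, -1.431 to -0.362 (without HT OSN replicate 1) for sustentacular cells and -0.057 (without MexHT OSN replicate 5) to 0.176 for the stress response. Odorant receptor medians ran from -0.661 to 0.112 in the HT sort (reversed at 0.112 without HT OSN replicate 3 and 0.023 without HT mCherry-negative replicate 2) and from -0.552 to 0.286 in the interaction (reversed at 0.054 and 0.133 without HT OSN replicates 1 and 2 and 0.286 without HT mCherry-negative replicate 3). For the gg8 sort no limma fit was run with a library left out, since that leaves 1 library in a group.

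For values per library, the summed receptor difference ran from -704.5 (exact p 0.0381, without MexHT mCherry-negative replicate 5) to -346.3 in the MexHT sort, and from -1149 to 397.7 in the HT sort (reversed without HT OSN replicate 3, and at 241.7 without HT mCherry-negative replicate 2). The detected receptors of the MexHT sort differed by -216.4 with median-of-ratios scaling (exact p 0.0346), by -88.3 at 0.1 TPM (exact p 0.039), and by -238.3 (without MexHT mCherry-negative replicate 5) to -145.8 with a library left out. In the gg8 sort they differed by -465 at 0.1 TPM and by -357 above 0. The score of the MexHT sort ran from -0.708 to 0.206 and reversed without MexHT OSN replicate 5 (0.0728) and MexHT mCherry-negative replicates 1 (0.206), 2 (0.204) and 4 (0.0622). Spearman in place of Pearson correlation gave 0.714 for both gg8+OMP sorts and 0.519 for the MexHT sorts of both drivers. Depth limits the microRNA genes named other than Mir1905, which rest on 10 counts or fewer per library in the comparison they are named for. It also limits the HT OSN levels of Phlda3 (2 to 5 counts) and Pcp4 (1 to 6 counts).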

Other observations

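The tests on gene length, on sex for the mature list and on sequences shared by Mex3 genes were chosen before their results were seen. So were those on antisense genes and on neighbouring genes. All other tests in this part were chosen only after. The interaction and median-of-ratios scaling were fixed beforehand as fits, but their use here to judge explanations was chosen after.

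Other splits of the libraries were counted for each comparison of at least 3 libraries per group. For MexHT OSN against HT OSN, 1 of 84 splits gave as many genes, the real one, and the highest other count was 8. For the mCherry-negative cells 56 of 56 did, since the real count was 0 (3465 genes had an unadjusted p under 0.05), and the highest other count was 1987. For the MexHT sort 1 of 100 drawn splits did, and among 32 splits that part all 5 pairs 1 did, with 7959 genes in the highest other. That split swapped all 5 pairs, so it is the real grouping with only MexHT OSN replicate 6 on the other side. For the HT sort 1 of 10 did, and 1 of 4 that part all pairs, which is the lowest share that design can give.

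Mature OSN markers were lower and immature markers higher in MexHT OSN than in HT OSN. The mature median was -1.468 under median-of-ratios scaling and -1.363 with the trend on gene length removed, both past the threshold. That argues against normalization and gene length as the whole cause. With the Xist level as a covariate the median was -1.48, also past the threshold. Xist was at 0.126 and 0.14 TPM in HT OSN replicates 1 and 3 and at 60.3 TPM in replicate 2. The covariate fit thus sets MexHT OSN mainly against HT OSN replicate 2, and sex remains open. Fewer neurons among the sorted cells would lower both lists, whereas the immature list rose by 1.041. A shift toward less mature neurons in MexHT mice may underlie the pattern. Mice that differ in more than the construct remain open, because the mature median fell in mCherry-negative cells too and the interaction was 0.2 (adjusted p 0.935), so these cannot be told apart by the list.

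The sex of the cells also bears on the number of genes called. With the Xist level in the model, 329 genes passed, 323 of them among the 5907, while 99.9% of those called kept their sign, the slope of the new on the old changes was 0.908 and the median standard error grew by a factor of 1.793. Only 2 genes were called for Xist itself. Because Xist and construct were correlated (r = 0.81), sex and construct cannot be told apart for the number of genes.

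Immune markers were higher in HT OSN than in MexHT OSN. A list of 14 macrophage genes, none of them on the immune list, fell by 2.423 (14 of 14 lower, camera adjusted p 3.6e-10), among them Ctss from 795 ± 626 to 108 ± 29.5 TPM and Lgmn from 556 ± 242 to 119.8 ± 12.03 TPM. Macrophages among the sorted HT cells are a candidate source. Neutrophil genes had a median of -0.471 (8 of 9 lower, 0.0486), a fall in the same direction but a smaller one, so other immune cells among the sorted HT cells remain open. The immune median was -2.089 under median-of-ratios scaling, which argues against normalization. With the Xist level as a covariate it was -1.302 (camera p 0.0156). That fit rests mainly on HT OSN replicate 2, the only HT OSN library with Xist at 1 TPM or more, so sex remains open. Carry-over of the mCherry-negative mixture would leave macrophage genes no higher in HT OSN than in HT mCherry-negative cells, but they were higher by 2.076 (13 of 14, 0.000112), while neutrophil genes were lower by a median of -5.188 (10 of 10, 2.27e-10). No biological explanation for macrophages in that sort was tested.

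In the other comparisons the macrophage list had a median of 0.37 between mCherry-negative cells (0.0335), -0.62 in the MexHT sort (0.00682), 0.26 in the gg8 sort (0.835) and -2.88 in the interaction (7.22e-16). The neutrophil list had 0.42 (0.0108), -5.98 (3.6e-10), -4.57 (5.54e-11) and -0.90 (0.000741). The interferon list had -0.63 between MexHT OSN and HT OSN (0.0284), 0.065 (0.417), -0.93 (0.0277), -0.64 (0.384) and -0.75 (0.00508).

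Adar was higher in the mCherry-positive than in the mCherry-negative cells of all 3 kinds of mice. Over the 6 MexHT OSN libraries Adar and Mex3a correlated at r = 0.999 (exact permutation p = 0.00833; Spearman 0.943, exact permutation p = 0.0167; r = 0.94 without the 2 farthest libraries), with a ratio of 0.943 to 1.18, and of 0.869 to 1.08 in gg8 OSN. Reads of the construct counted as Adar are a candidate explanation. Under it, HT OSN (mean 1079 TPM) would hold more of the construct than MexHT OSN (mean 586.5 TPM). The level of the editing domain would then differ along with the Mex3a part. The labels do not state the species of the editing domain. An interferon response would raise the interferon list. In the MexHT sort with both drivers the list fell (-0.928, 10 of 12 lower, camera adjusted p 0.0277), which argues against that response there. The list cannot decide it in the HT sort (0.086, 7 of 12 higher, 0.807) or the gg8 sort (-0.637, 8 of 12 lower, 0.384), where its genes went both ways. Mex3a was also 67.6 TPM higher in MexHT than in HT mCherry-negative cells. If construct transcripts made this rise, Adar would rise by 58.9 TPM to 114 TPM, but it rose by 13.1 TPM and its highest MexHT library had 90.5 TPM, which argues against construct transcripts as the whole cause. For part of the rise they remain open, since Adar followed Mex3a over these 5 MexHT libraries (r = 0.983, exact permutation p = 0.0167; Spearman 1), though at 0.25 TPM per TPM of Mex3a against 0.872 in MexHT OSN.

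Mex3b and Mex3d rose with Mex3a in MexHT OSN, by 12.6% and 8.57% of its rise in TPM. Of the 31-base stretches of Mex3b, 0% were found in Mex3a, and none of those of Mex3d, which argues against reads shared between these genes. For Phlda3, AW551984 and Pcp4, insertion of the transgene beside the gene would raise the neighbours. Neighbours were ranked among the tested genes only, so any gene that was not tested was passed over. Of 18 such neighbouring genes 2 were called higher (11.1%, against 19.9% of all genes, Fisher exact p = 0.555), and so few genes do not exclude insertion. The 2 were Csrp1, the nearest tested gene on one side of Phlda3 (log2 fold change 1.23, limma adjusted p 0.0219), and Hmgn1, the third tested gene from Pcp4 (0.541, 0.00919). All 6 neighbours of AW551984 were odorant receptors, which fell as a class, so they say little about insertion there. Insertion remains open for all 3 genes.

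Among MexHT mCherry-negative libraries, the share of antisense genes in the summed TPM of their pair was compared between the gg8+OMP and gg8 tables. It was higher in the gg8+OMP table in 59 of 86 pairs and lower in 25 (exact binomial p = 0.000266), with medians of 15.1% and 3.06%. The test takes gene pairs as units, and these are not independent replicates. Counting without strand in one table is a candidate explanation, and bears on every antisense gene named.

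Xist and Y-linked transcripts occurred together in 14 of 21 libraries, although the labels name one mouse per number. In 10 of 10 numbers with both fractions, both held the same combination (7 with both kinds, 3 with Y-linked only, exact permutation p = 0.00833). Every gg8+OMP MexHT number with both fractions held both kinds, so that p partly reflects the groups. Within a group only the HT and the gg8 mice varied. A candidate explanation is both fractions made from cells of mice of both sexes.

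Genes of 6 families not expected in this tissue, 300 genes in all, were above 0 for 69.3% in HT OSN replicate 2 and 90.3% in gg8 OSN replicate 1, against 10% to 44.7% in the other libraries. In both libraries 6 of 6 families were above all other libraries. A candidate explanation is genomic DNA in the library, and it bears on odorant receptors at low levels in both. The mean level of these genes was 0.157, 0.396 and 0.231 TPM in HT OSN replicates 1, 2 and 3, and 0.0434 to 0.138 TPM in MexHT OSN. Their share above 0 overlapped, with 43.7% and 44.3% in HT OSN replicates 1 and 3 and 12.7% to 44.7% in MexHT OSN. Such a background may also bear on genes at low levels, odorant receptors included, in MexHT OSN against HT OSN.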
